# Expression profiling of mouse embryonic fibroblasts with a deletion in the helicase domain of the Werner Syndrome gene homologue treated with hydrogen peroxide

**DOI:** 10.1186/1471-2164-11-127

**Published:** 2010-02-22

**Authors:** Adam Labbé, Ramachander VN Turaga, Éric R Paquet, Chantal Garand, Michel Lebel

## Abstract

**Background:**

Werner Syndrome (WS) is a rare disorder characterized by the premature onset of a number of age-related diseases. The gene responsible for WS encodes a DNA helicase/exonuclease protein believed to affect different aspects of transcription, replication, and/or DNA repair. In addition to genomic instability, human WS cells exhibit oxidative stress. In this report, we have examined the impact of exogenous hydrogen peroxide on the expression profile of mouse embryonic fibroblasts lacking part of the helicase domain of the *WRN *homologue (here referred to as *Wrn*^Δ*hel*/Δ*hel*^).

**Results:**

*Wrn*^Δ*hel*/Δ*hel *^mutant mouse embryonic fibroblasts exhibit increased oxidative stress. This was reflected by increased intracellular reactive oxygen species (ROS), increased oxidative damage in genomic DNA, changes in ATP/ADP ratios, and a disruption of the inner mitochondrial transmembrane potential when compared to wild type mouse embryonic fibroblasts. Expression profile analyses of hydrogen peroxide-treated wild type cells have indicated significant decreases in the expression of genes involved in mitosis, glycolysis, fatty acid metabolism, nucleic acid metabolism, and cell cycle control, as well as protein modification and stability. Such decreases in these biological processes were not observed in hydrogen peroxide-treated *Wrn*^Δ*hel*/Δ*hel *^cells. Importantly, untreated *Wrn*^Δ*hel*/Δ*hel *^cells already exhibited down regulation of several biological processes decreased in wild type cells that had been treated with hydrogen peroxide.

**Conclusion:**

Expression profiling of *Wrn*^Δ*hel*/Δ*hel *^mutant cells revealed a very different response to exogenous addition of hydrogen peroxide in culture compared to wild type cells. This is due in part to the fact that *Wrn*^Δ*hel*/Δ*hel *^mutant cells already exhibited a modest chronic intracellular oxidative stress.

## Background

It is well established that increased levels of reactive oxygen species (ROS) are involved in a number of diseases including diabetes, complications from obesity, atherosclerosis, and cancer [1-3]. A major source of endogenous ROS comes from the mitochondria during the process of oxidative phosphorylation to produce energy in the form of ATP. In addition, ROS are produced by intracellular membrane oxidases following stimulation either with platelet-derived growth factors, TNF-α, or insulin [1-3]. Inflammation is also a major source of ROS at sites of tissue fibrosis [1-3]. It is thus important for the cell to rapidly neutralize ROS before they can damage cellular macromolecules including DNA. A major DNA lesion generated by excessive ROS is 8-oxo-2'-deoxyguanosine, which leads to a single or double strand break when left unrepaired [4]. Persistent breaks can in turn lead to genomic instability. It is widely believed that the accumulation of mutations is a main cause of several aging processes [5]. In addition, oxidative stress is known to shorten telomeres [6] a process likely leading to replicative senescence and aging as well [7]. Thus, an abnormal response to constant increased levels of endogenous intracellular ROS would likely affect aging [8,9].

Some specific inherited monogenic diseases appear to modulate multiple aspects of aging. They are referred as segmental progeroid syndromes. A common feature of all progeroid syndromes is genomic instability. One such syndrome is Werner syndrome (WS) also known as "Progeria of the Adult" [10]. WS is an autosomal recessive disorder characterized by genomic instability and the premature onset of a number of age related diseases [11,12]. The gene responsible for WS (*WRN*) was identified by positional cloning and encodes a protein containing a RecQ-type helicase consensus domain [13]. It was subsequently found that, in addition to a 3'-5' helicase activity, the WRN protein also possesses a 3'-5' exonuclease activity [14,15]. It has been recently proposed that WRN protein may be required for the repair of oxidative DNA damage [16] including oxidative DNA damage at telomeres [17].

Remarkably, increased oxidative stress was described for WS patients [18]. Furthermore, human WS fibroblasts exhibit increased intracellular oxidized protein content [19]. Increased oxidative stress was also observed in embryonic cells derived from mice lacking part of the helicase domain [20]. In this study, we sought to determine the impact of additional oxidative stress in mouse embryonic fibroblasts lacking part of the helicase domain of the *WRN *gene ortholog. Expression profiling analyses of *Wrn*^Δ*hel*/Δ*hel *^mutant cells revealed a very different response to addition of hydrogen peroxide in culture compared to wild type cells as they already exhibit a modest but significant chronic increase in intracellular ROS levels.

## Results

### Oxidative stress in *Wrn*^Δ*hel*/Δ*hel *^mouse embryonic fibroblasts

Previous data have indicated that *Wrn*^Δ*hel*/Δ*hel *^mouse embryonic fibroblasts acquire a slower growth rate than wild type fibroblasts with the number of passages in culture [21]. In addition, *Wrn*^Δ*hel*/Δ*hel *^mutant cells exhibit increased chromosomal rearrangements with the number of passages in culture [22]. As oxidative DNA damage can lead to chromosomal rearrangements, levels of intracellular ROS and the extent of oxidative DNA damage were measured in wild type and *Wrn*^Δ*hel*/Δ*hel *^embryonic fibroblasts. Intracellular ROS levels were examined directly in mouse embryonic fibroblasts with the dye 2'-7' dichlorofluorescein diacetate. This dye is highly fluorescent upon oxidation. Cells in the presence of the dye were lysed and the extent of fluorescence released from cells was measured with a fluorescence spectrophotometer as described previously [23]. As shown in Figure 1A, ROS levels were 10% higher in *Wrn*^Δ*hel*/Δ*hel *^cells (*t*-test; *P *< 0.05) compared to wild type cells. Concomitantly, there were on average 51 abasic sites per pg of genomic DNA in wild type cells and 64 abasic sites per pg of genomic DNA in *Wrn*^Δ*hel*/Δ*hel *^cells, a 20% increase in the mutant cells (*t*-test; *P *< 0.05) (Figure 1B). These results indicate that *Wrn*^Δ*hel*/Δ*hel *^cells exhibit a modest but significant increase in oxidative stress.

**Figure 1:**
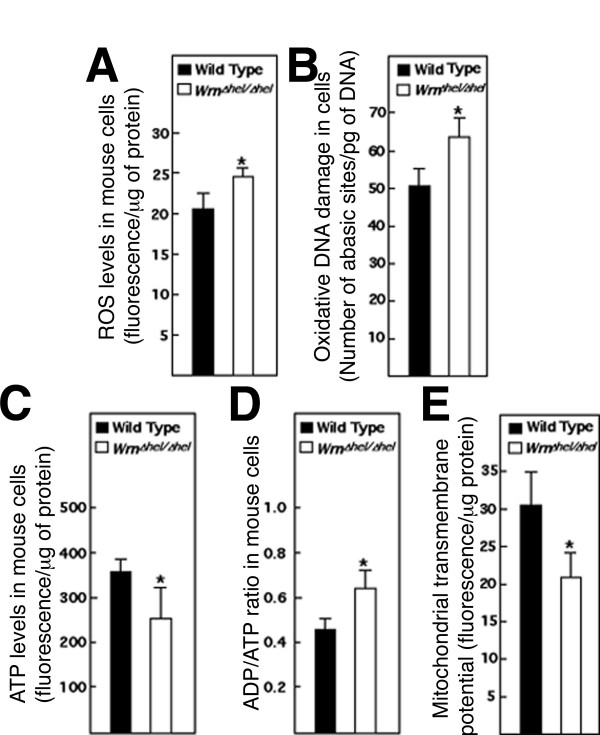
**Increased oxidative stress in mutant mouse embryonic fibrobasts**. (A) ROS levels in wild type and *Wrn*^Δ*hel*/Δ*hel *^cells determined by measuring the intensity of fluorescence by 2',7'-dichlrofluorescein per μg of protein in cells. Asterisks denote statistical significance compared to wild type cells (*t-test: *P *< 0.05). (B) Oxidative DNA lesions created by ROS in wild type and *Wrn*^Δ*hel*/Δ*hel *^cell cultures. The number of abasic sites per pg of genomic DNA was detected as described in Materials and Methods. The asterisk denotes statistical significance compared to wild type cells (*t-test: *P *< 0.05). (C) ATP levels in wild type and *Wrn*^Δ*hel*/Δ*hel *^cells. Asterisks denote statistical significance compared to wild type cells (*t-test: *P *< 0.05). (D) ADP/ATP ratios in wild type and *Wrn*^Δ*hel*/Δ*hel *^cells. Asterisks denote statistical significance compared to wild type cells (*t-test: *P *< 0.05). (E) Inner mitochondrial transmembrane potential in wild type and *Wrn*^Δ*hel*/Δ*hel *^cells. Mitochondrial membrane potential was measured with the potentiometric dye TMRE. Asterisks denote statistical significance compared to wild type cells (*t-test: *P *< 0.03). All experiments in this figure were performed in quadruplicate.

Since a cellular redox change may decrease energy production in the form of ATP from mitochondria, we next examined intracellular ATP levels and mitochondrial membrane potential. As shown in Figure 1C, the ATP level in *Wrn*^Δ*hel*/Δ*hel *^mutant cells was 30% lower than wild type cells. Consequently, the ADP/ATP ratio in *Wrn*^Δ*hel*/Δ*hel *^cells was approximately 30% higher than wild type cells (Figure 1D). A lower ATP production might be a consequence of disruption of the inner mitochondrial transmembrane potential in mutant cells. The mitochondrial membrane potential was thus examined in our mouse embryonic fibroblasts with the fluorescent dye tetramethylrhodamine ethyl ester (TMRE) As indicated in Figure 1E, fluorescence intensity was 30% lower in *Wrn*^Δ*hel*/Δ*hel *^cells compared to wild type cells (*t*-test; *P *< 0.03). Taken together, these results indicate a disturbance of mitochondrial activities in *Wrn*^Δ*hel*/Δ*hel *^mutant cells.

Glutathione (GSH) is the principal intracellular low-molecular-weight thiol and it plays a critical role in the defense against oxidative stress in mammalian cells. We wanted to know whether the abundance of this molecule is affected in mutant cells. Levels of GSH were thus quantified in our mouse wild type and *Wrn*^Δ*hel*/Δ*hel *^mutant embryonic fibroblasts. Remarkably, levels of GSH were 151% higher in *Wrn*^Δ*hel*/Δ*hel *^mutant cells compared to wild type cells (*t*-test; *P *< 0.001) (Figure 2). These results suggest that *Wrn*^Δ*hel*/Δ*hel *^mutant cells display an adaptive response to oxidative stress. This response was further examined by treating cells with exogenous H_2_O_2_. Cells were treated one hour with 0.5 mM H_2_O_2 _and GSH levels were measured 24 hours later. As indicated in Figure 2, H_2_O_2 _induced a 178% increase in GSH levels in wild type cells (*t*-test; *P *< 0.001). There was no significant increase in GSH levels in *Wrn*^Δ*hel*/Δ*hel *^mutant cells. As indicated above GSH levels were already high in untreated *Wrn*^Δ*hel*/Δ*hel *^cells. These results indicate that *Wrn*^Δ*hel*/Δ*hel *^mutant cells continuously exhibited an increased anti-oxidant response.

**Figure 2:**
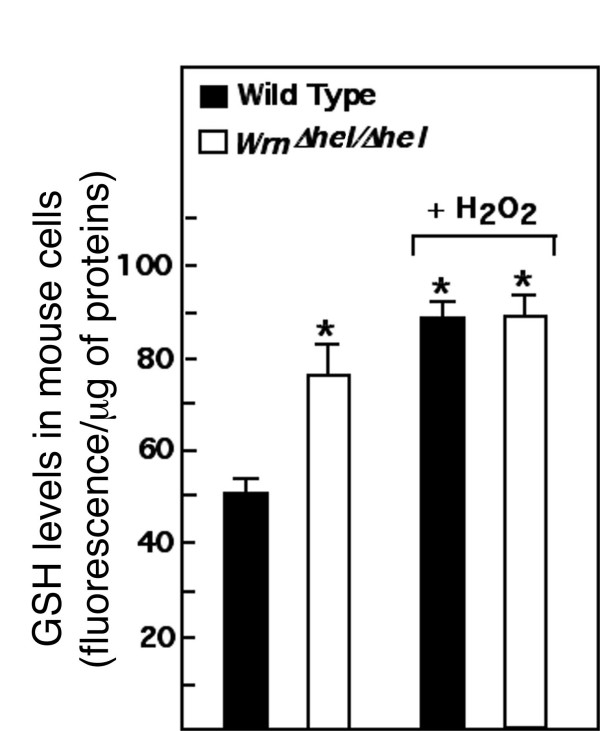
**Reduced GSH levels in H_2_O_2_-treated and untreated wild type and *Wrn*^Δ*hel*/Δ*hel *^mouse embryonic fibroblasts determined by the intensity of fluorescence per μg of protein**. Fluorescence of reduced GSH was detected with the ApoGSH glutathione detection kit (Bio Vision Mountain View, CA). Oxidative stress was induced by treating cells with 0.5 mM H_2_O_2 _one hour and fresh medium was then added for an additional 24 hours to allow the cells to recover before measurements. (*t-test: *P *< 0.001 compared to untreated wild type mouse embryonic fibroblasts).

### Expression profiling of mouse embryonic fibroblasts treated with H_2_O_2_

Little is known about the global response to H_2_O_2 _in wild type and *Wrn*^Δ*hel*/Δ*hel *^mouse embryonic fibroblasts. To compile a list of H_2_O_2_-responsive genes, we compared wild type cells before and after oxidative cellular stress. Cells were treated with H_2_O_2 _for one hour, fed with fresh media, and cytoplasmic RNA was harvested 24 hours later. Hybridization was performed on Whole Mouse Genome Agilent 60-mer Oligo Microarray chips (containing approximately 44,000 probes) by mixing wild type Cy-3-labeled cRNA (baseline expression levels) with H_2_O_2_-treated wild type Cy-5-labeled cRNA. Hybridization experiments were performed twice with different wild type biological replicates. 

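The expression data were read from 6 two-colour arrays, 2 for each of 3 comparisons: treated against untreated wild type cells, treated against untreated Wrn mutant cells, and untreated mutant against untreated wild type cells. Mouse embryonic fibroblasts are primary connective tissue cells grown from minced embryos, taken at day 15.5 by the paper and day 15 by the sample labels. The treated cells had received 0.5 mM H_2_O_2_ for 1 hour and had recovered for 24 hours. On the 4 treatment arrays the treated cRNA carried Cy5 and the untreated cRNA Cy3 on every array, by both the paper and the labels. No array of these pairs had the dyes exchanged, so a preference of a probe for one dye enters each ratio. The authors had scanned the arrays and extracted each spot's intensity with Agilent's Feature Extraction software. Each array held 43790 spots, of which 41534 were not controls, and these carried 41174 different probes for 16369 RefSeq mRNA accessions, among others. Cy3 stood well above background on 87.3% and 89.4% of the non-control spots of the wild type arrays and on 75.8% and 87.0% of those of the mutant arrays. Cy5 was weaker, with 56.6% and 69.2% on the wild type arrays and 55.2% and 41.5% on the mutant arrays. The software had marked 1173 and 9368 non-control spots of the wild type arrays, replicates 1 and 2, as outliers, and 166 and 3661 of those of the mutant arrays. These spots were left out, which removed 22.6% of the spots of wild type replicate 2, and for genes of Table 1 and at the ends of additional files 1, 2 and 5 that lost a spot in this way, the value with it kept is given as well. Following the paper's methods, the local background was subtracted from the mean signal and the log2 ratios were normalized by loess within each array. All 6 arrays were then fitted together by limma, with 1 coefficient per comparison. With 2 arrays per comparison this left 3 residual degrees of freedom, to which limma's pooling over probes added 4.15. The number of arrays limits the precision of every value. Across probes, the ratios of the 2 arrays of one comparison correlated with r = 0.778 in wild type and r = 0.623 in mutant cells.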

The same strategy was adopted for *Wrn*^Δ*hel*/Δ*hel *^mutant cells. Hybridization was performed by mixing untreated *Wrn*^Δ*hel*/Δ*hel *^mutant Cy-3-labeled cRNA with H_2_O_2_-treated *Wrn*^Δ*hel*/Δ*hel *^Cy-5-labeled cRNA.

Lists of genes differentially expressed were generated by requiring that the absolute value of the fold change be higher than two, that the log2 of the expression level (or signal) for each gene be higher than six, and the adjusted *P*-value, using the Benjamini-Hochberg method, be lower than 0.005. Six hundred and seventy eight genes exhibited a two-fold alteration in mRNA expression level in H_2_O_2_-treated wild type mouse embryonic fibroblasts compared to untreated wild type cells (548 down-regulated and 130 up-regulated, respectively) (additional file 1). 

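A RefSeq accession was called when 1 of its probes passed a fold change of 2, a mean log2 intensity of 6 over both dyes and both arrays, and an adjusted p of 0.005. In limma's fit over the 6 arrays, with Benjamini-Hochberg adjustment over 40303 probes, 0 accessions were called in H_2_O_2_-treated wild type cells, and the smallest adjusted p was 0.0157. At an unadjusted p under 0.05, 8017 probes passed. With the fold change and intensity thresholds added, 973 accessions passed at that unadjusted level, 156 of them with a higher and 818 with a lower probe. When the 2 wild type arrays were fitted on their own, limma called 1005 accessions, 153 higher and 852 lower, the largest change among the alternatives tried. Leaving out either of the arrays that compared untreated mutant with wild type cells gave 956, with 143 higher and 813 lower. Of the 678 accessions that the paper lists in additional file 1, 585 were among the 1005, all in the listed direction. In limma's fit over the 6 arrays, 601 of the 678 listed probes had a value, each of the 601 in the listed direction. An unadjusted limma p under 0.05 was found for 586. The paper's list came from these same arrays, so the shared direction was fixed in advance and is no independent test. At the upper end of that list, Mrpplf4 (now Prl2c5), a member of the prolactin family, rose by a log2 fold change of 4.04 (SE 0.23; arrays 3.80 and 4.27; limma adjusted p = 0.0157). Plf2 (Prl2c3), of the same family, rose by 3.08 (SE 0.23; arrays 3.37 and 2.80; adjusted p = 0.0186), and 1810008K03Rik (Chac1) by 3.17 (SE 0.22; arrays 3.38 and 2.96; adjusted p = 0.0186). At the lower end, the natriuretic peptide gene Nppb had a log2 fold change of -4.05 (SE 0.35; arrays -4.59 and -3.52; adjusted p = 0.0235). Its Cy5 signal also lay below its Cy3 signal, by a log2 ratio of -2.70, where both dyes carried untreated mutant RNA from different arrays. The next genes at the lower end had a value on 1 array, because the spot on the other was marked as an outlier. Col5a3 stood at -4.77 (adjusted p = 0.0958) and Serpinb9c at -3.66 (adjusted p = 0.0532), with ratios of -2.72 and -2.18 where both dyes carried untreated mutant RNA. The log2 fold changes over both arrays with the marked spots kept were -3.79 and -3.38.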

Four hundred and twenty one genes exhibited a two-fold alteration in expression in H_2_O_2_-treated *Wrn*^Δ*hel*/Δ*hel *^mouse embryonic fibroblasts compared to untreated *Wrn*^Δ*hel*/Δ*hel *^cells (368 down-regulated and 53 up-regulated, respectively) (additional file 2). 

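In H_2_O_2_-treated mutant cells, limma's fit over the 6 arrays called 0 accessions over 41052 probes, with a smallest adjusted p of 0.127. At an unadjusted p under 0.05, 4957 probes passed, and 369 accessions also passed the fold change and intensity thresholds, 50 with a higher and 320 with a lower probe. The 2 mutant arrays fitted on their own gave 377 called accessions, 49 higher and 328 lower, and leaving out either array of untreated mutant against wild type cells gave 322. Among the 377 were 369 of the 421 accessions of additional file 2, and 368 of these had the listed direction. Of the 421 listed probes, 413 had a value over the 6 arrays, all 413 in the listed direction. For 375 the unadjusted limma p was under 0.05. As in wild type cells, the list came from the same arrays, so the shared direction tests nothing. Spp1, the osteopontin gene, rose by a log2 fold change of 2.09 (SE 0.21; arrays 1.88 and 2.31; limma adjusted p = 0.127). Plf2 rose by 2.27 (arrays 2.52 and 2.02) and Mrpplf4 by 2.26 (arrays 2.58 and 1.95), each with an adjusted p of 0.127. At the lower end, BC003277 (Tmem51) had a log2 fold change of -4.28 (SE 0.79; arrays -4.73 and -3.84; adjusted p = 0.22). Its Cy5 signal, that of treated cells, was well above background on 1 of the 2 arrays. Another background correction, normexp with an offset of 50, gave -2.89. Amy1 stood at -4.39 (adjusted p = 0.349) and Atp2a3 at -4.40 (adjusted p = 0.338), each from 1 array, and at -4.13 and -4.04 with the marked spots kept. Where both dyes carried untreated mutant RNA, the log2 ratio of Cy5 to Cy3 was -3.90 for BC003277, -4.04 for Amy1 and -3.40 for Atp2a3, with Cy3 taken from the same mutant arrays as the fold changes.

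**Figure D1:**
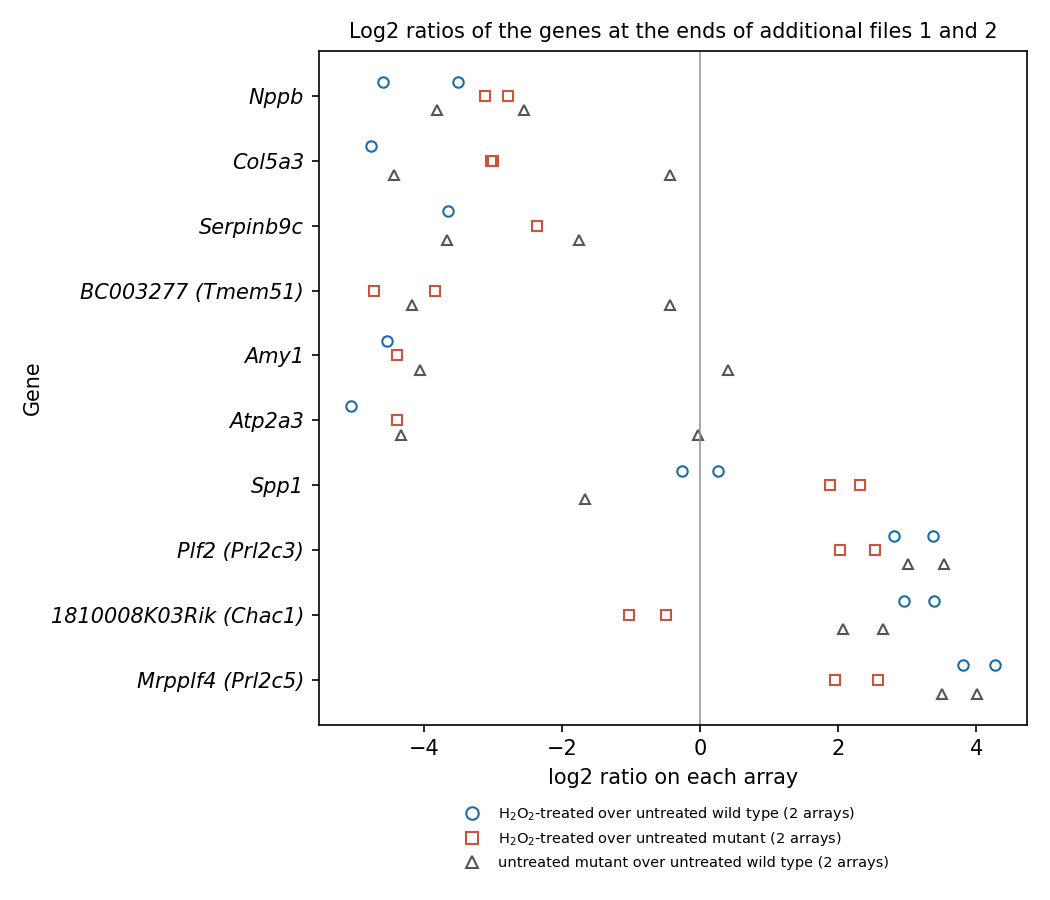
Log2 ratio of Cy5 over Cy3 on each of the 6 arrays for genes at the ends of additional files 1 and 2. Each point is 1 array. Spots marked as outliers are left out, so some genes lack a point, and BC003277 has none for wild type cells. BC003277, Amy1 and Atp2a3, which fell in treated mutant cells, also lay low on replicate 3 of untreated mutant against wild type cells (-4.17, -4.06 and -4.34) and nearer to 0 on replicate 4 (-0.44, 0.40 and -0.04). Nppb and Serpinb9c were low on replicate 4 as well (-2.55 and -1.75).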

One hundred and seventy five genes were altered in both H_2_O_2_-treated wild type and *Wrn*^Δ*hel*/Δ*hel *^mouse embryonic fibroblasts (Figure 3A and additional file 3).

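Since limma's fit over the 6 arrays called 0 accessions in either treatment comparison, it gave 0 in both. With each comparison fitted on its own 2 arrays, 248 accessions were called in the same direction in wild type and mutant cells, 13 higher and 235 lower. With adjustment over only the probes that passed the fold change and intensity thresholds, the number was 32. Leaving out either array of untreated mutant against wild type cells gave 209. Across 9131 RefSeq probes with a mean log2 intensity above 6 in both comparisons, the responses of wild type and mutant cells correlated with Pearson's r = 0.684 and Spearman's rho = 0.561. Probes are not independent replicates, and a dye preference of a probe enters both responses with the same sign.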

**Figure 3:**
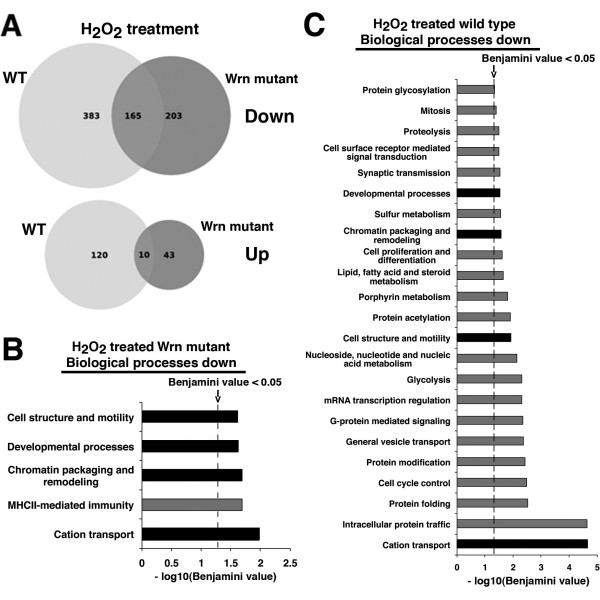
**Distinct biological processes significantly altered by H_2_O_2 _in *Wrn*^Δ*hel*/Δ*hel *^and wild type mouse embryonic fibroblasts**. (A) Venn diagrams showing the number of genes overlapping between *Wrn*^Δ*hel*/Δ*hel *^and wild type mouse embryonic fibroblasts treated with H_2_O_2_. (B) Histogram representing all the biological processes significantly down regulated by H_2_O_2 _in *Wrn*^Δ*hel*/Δ*hel *^mouse embryonic fibroblasts. (C) Histogram representing all the biological processes significantly down regulated by H_2_O_2 _in wild type mouse embryonic fibroblasts. Biological processes with a Benjamini value less than 0.05 are presented in each histogram (as the -log10 of the Benjamini value). The black bars in each histogram represent the cellular processes commonly affected in both *Wrn*^Δ*hel*/Δ*hel *^and wild type mouse embryonic fibroblasts.

Real time RT-PCR was performed on seven randomly picked genes from the untreated versus H_2_O_2_-treated wild type mouse embryonic fibroblasts data (additional file 1) to confirm our microarray analyses (Table 1). A list of the primers for the genes analyzed is shown in the additional file 4. 

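The 7 genes of Table 1 were read on the wild type treatment arrays. Ero1l (now Ero1a), an oxidoreductase of the endoplasmic reticulum, had a fold change of 2.84 (log2 1.51, SE 0.17; arrays 1.72 and 1.30; limma adjusted p = 0.0362). Uchl1 had a fold change of 3.74 (log2 1.90, SE 0.19; arrays 2.18 and 1.63; adjusted p = 0.0362). The other genes had outlier marks. On the 1 array left, the log2 fold change was 0.97 for Mt1 (adjusted p = 0.225), 1.80 for Mt2 (adjusted p = 0.0487), 1.62 for Nqo1 (adjusted p = 0.0616) and 1.05 for Txnrd1 (adjusted p = 0.0888). Over both arrays with the marked spots kept, it was 1.17, 1.99, 1.43 and 1.04, respectively. Fn1 was marked on both arrays and had a log2 fold change of -1.13 with the marked spots kept (arrays -1.42 and -0.84). Table 1 gives no RT-PCR value for Mt2. Over the 5 genes with a value by both methods, all 5 changed in the same direction by both, and Spearman's rho between the array fold changes and the paper's RT-PCR fold changes was 0.5 (exact permutation test, two-sided p = 0.45). With outlier spots kept, 6 genes had both values, all 6 in the same direction, and rho was 0.943 (exact permutation test, two-sided p = 0.0167).

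**Figure D2:**
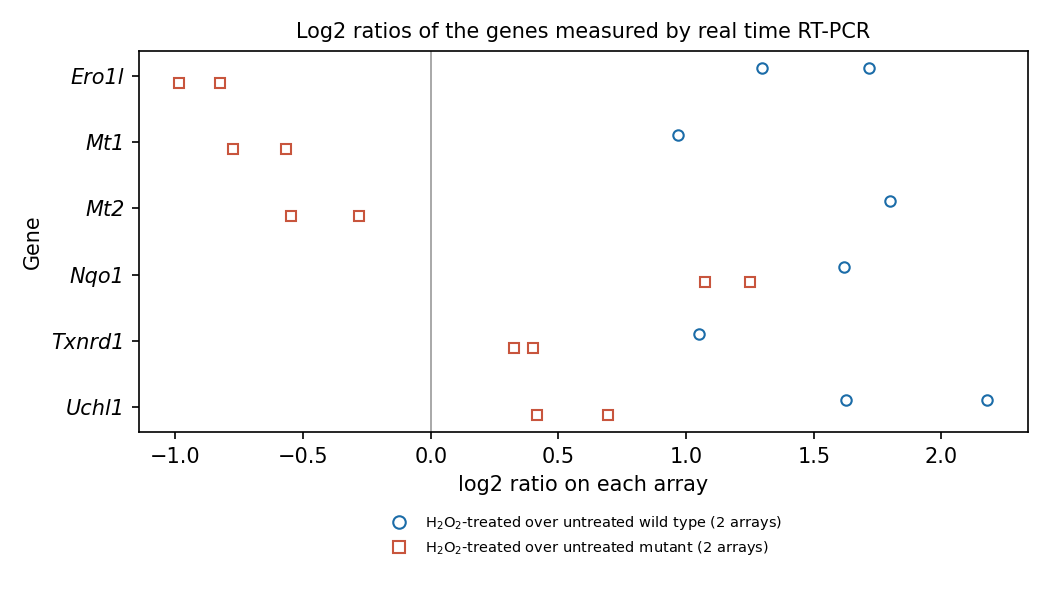
Log2 ratio of Cy5 (treated) over Cy3 (untreated) of genes of Table 1 on the 4 treatment arrays, outlier spots left out. Mt1, Mt2, Nqo1 and Txnrd1 thus have 1 point in wild type cells, and Fn1 is not drawn. Each point is 1 array. Uchl1 stood at 2.18 and 1.63 in wild type and at 0.69 and 0.42 in mutant cells, and Ero1l at 1.72 and 1.30 in wild type and at -0.83 and -0.98 in mutant cells.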

Overall, the fold changes observed by real time RT-PCR were in good agreement with the predicted fold changes from the microarray data highlighted by a significant Spearman's correlation (rho = 0.9286; *P *= 0.0067).

**Table 1:** Correlation of the real time RT-PCR-derived values with the microarray data from wild type mouse embryonic fibroblasts treated with peroxide.

Gene	Fold change in microarray	Fold change from RT-PCR
Ero1L (endoplasmic reticulum oxidoreductase 1-like)	+2.84	+2.76
Fn1 (fibronectin-1)	-2.19	-1.45
Mt1 (metallomethionin-1)	+2.25	+1.71
Mt2 (metallomethionin-2)		
Nqo1 (NAD(P)H dehydroxygenase, quinone 1)	+2.68	+1.65
Txnrd1 (thioredoxin reductase 1)	+2.06	+1.63
Uchl1 (ubiquitin carboxy-terminal hydrolase L1)	+3.72	+7.97

Spearman's correlation between microarray and RT-PCR data: rho = 0.9286; *p*-value = 0.0067

The PANTHER classification system was used to classify differentially expressed genes by their functions in specific biological processes. Categorization of the genes in our lists revealed 23 and 5 significantly down regulated biological processes (with a Benjamini value of less than 0.05) for wild type and *Wrn*^Δ*hel*/Δ*hel *^mouse embryonic fibroblasts treated with H_2_O_2_, respectively (Figure 3). 

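PANTHER's lists were not used here. Instead, 15 lists of genes were written by hand for processes named in Figures 3 and 4, with 11 further lists, before the data were examined. Their log2 ratios were tested as sets over 21698 genes, 1 probe each, by limma's camera test with a preset correlation between genes of 0.01. Adjusted p-values were taken over the 26 lists by the Benjamini-Hochberg method. In H_2_O_2_-treated wild type cells 1 of the 15 process lists was lower at an adjusted p under 0.05. This was lipid and fatty acid metabolism (40 genes, median log2 fold change -0.10, adjusted p = 0.045), for which the adjusted p over the process lists alone was 0.065. In treated mutant cells 0 process lists were lower. At an unadjusted p under 0.05, 2 process lists were lower in each. Keeping the outlier spots, which raised the number of measured genes in each list, gave 3 lower lists in wild type and 5 in mutant cells. Limma's fry, a rotation test, gave 1 in wild type cells, protein folding (adjusted p = 0.0195), and 0 in mutant cells, and camera with an estimated correlation gave 0 in both.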

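Lists were written for 3 of the processes that Figures 3B and 3C have in common. Genes of cation transport (161 genes) had a median log2 fold change of 0.01 in wild type and 0.01 in mutant cells, with camera's adjusted p at 0.678 and 0.983. Chromatin packaging (65 genes) had a median of -0.09 in wild type (adjusted p = 0.219) and 0.02 in mutant cells (adjusted p = 0.446). Cell structure and motility (75 genes) had a median of -0.11 in wild type (adjusted p = 0.0667) and -0.02 in mutant cells (adjusted p = 0.673). With outlier spots kept, chromatin packaging was lower in both, with adjusted p at 0.00701 and 0.00113, and so was cell structure and motility, with adjusted p at 0.00192 and 0.0138. Camera's direction was down for all 3 lists in both comparisons, also where the median was above 0.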

Four processes were commonly down regulated in wild type and *Wrn*^Δ*hel*/Δ*hel *^mouse embryonic fibroblasts treated with H_2_O_2 _and they include genes involved in cation transport, chromatin remodeling, cell motility, and developmental processes (or cellular differentiation) (Figure 3B and 3C). The only additional biological process that was down regulated in *Wrn*^Δ*hel*/Δ*hel *^mouse embryonic fibroblasts corresponded to the cellular defense response requiring antigen presentation during major histo-compatibility complex II molecule (MHCII)-mediated immunity. 

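For antigen presentation by MHC class II molecules, 8 genes had a value on every array. Their median log2 fold change was 0.04 in treated mutant cells (medians per array 0.01 and -0.03; camera adjusted p = 0.695) and -0.08 in treated wild type cells (adjusted p = 0.678). The test of the difference between the responses gave an adjusted p of 0.961. The median in mutant cells lay above 0 while the mean, -0.06, and camera's direction lay below.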

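Process lists were also written for these wild type responses, in addition to those shared with the mutant cells. In H_2_O_2_-treated wild type cells, the median log2 fold change was 0.03 for intracellular protein traffic (145 genes, camera adjusted p = 0.83) and -0.02 for G-protein mediated signaling (924 genes, most of them olfactory and vomeronasal receptors, adjusted p = 0.487). It was -0.01 for cell cycle control (26 genes, adjusted p = 0.78), -0.03 for protein folding (49 genes, adjusted p = 0.224) and -0.04 for protein glycosylation (48 genes, adjusted p = 0.516). Proteolysis had a median of -0.02 (185 genes, adjusted p = 0.408) and glycolysis of -0.07 (15 genes, mean -0.44, adjusted p = 0.219). The median of the mitosis list was 0.31, with medians of 0.37 and 0.18 on the 2 arrays (27 genes, adjusted p = 0.219), and it was higher with outlier spots kept (39 genes, median 0.34, adjusted p = 0.000187).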

Wild type mouse embryonic fibroblasts treated with H_2_O_2 _also exhibited decreases in biological pathways affecting protein and vesicle transportation, cell surface mediated signal transduction, cell cycle and proliferation, nucleic acid metabolism, several types of protein modification and folding, proteolysis, glycolysis, and mitosis (Figure 3C). Finally, based on PANTHER analysis no biological pathway was significantly up regulated in either H_2_O_2_-treated wild type or H_2_O_2_-treated *Wrn*^Δ*hel*/Δ*hel *^mouse embryonic fibroblasts.

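Of the 15 process lists, 1 was higher in each genotype by camera. In treated wild type cells this was amino acid metabolism (23 genes, median log2 fold change 0.22, medians per array 0.40 and 0.22, adjusted p = 0.0082). In treated mutant cells it was mitosis (27 genes, median 0.34, medians per array 0.43 and 0.30, adjusted p = 1.74e-05). The former held under fry (adjusted p = 0.0195) and the latter did not (adjusted p = 0.104), and with an estimated correlation neither did. Purine metabolism had a median of 0.30 in wild type cells (21 genes, adjusted p = 0.131) and 0.05 in mutant cells (adjusted p = 0.695).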

### Several biological processes are already decreased in untreated *Wrn*^Δ*hel*/Δ*hel *^mouse embryonic fibroblasts

We also performed PANTHER analysis on the list of genes differentially expressed between untreated wild type and untreated *Wrn*^Δ*hel*/Δ*hel *^mouse embryonic fibroblasts. 

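Untreated mutant and untreated wild type cells were compared on the other 2 arrays, named replicates 3 and 4 in the labels. The paper's text does not name their dyes. By the labels, wild type cRNA carried Cy5, whereas the log2 ratios of mutant over wild type in additional file 5 equal Cy5 over Cy3, which would place the mutant cRNA in Cy5. The direction of additional file 5 is used throughout for this comparison. With it, the ratios of 789 called probes correlated with r = 0.943 with untreated mutant over untreated wild type within Cy3 of the treatment arrays, and 99.6% had the same sign. That check takes the genotypes of the 4 treatment arrays from the labels, and an exchange of the genotypes on all 4 would give the opposite answer. Feature Extraction had marked 891 and 1350 spots as outliers. Cy3 stood well above background on 90.0% and 77.6% of the non-control spots and Cy5 on 60.7% and 47.5%. On replicate 4, 2478 Cy5 spots were not above their local background and gave no ratio. The ratios of the 2 arrays correlated with r = 0.540 across probes. For Wrn itself, whose mutation is an in-frame deletion, the probe with the highest intensity gave a log2 ratio of mutant over wild type of 0.36 (SE 0.16; arrays 0.53 and 0.19; limma adjusted p = 0.16) at a mean log2 intensity of 5.62. Another of its probes stood at -0.91 (arrays -0.77 and -1.06; adjusted p = 0.011) at an intensity of 3.02. Neither passed the intensity threshold of 6, so the gene does not settle the direction.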

Differentially expressed genes between *Wrn*^Δ*hel*/Δ*hel *^and wild type mouse embryonic fibroblasts were selected by requiring that the log2 of the expression level for each gene be higher than six and the adjusted *P*-value, using the Benjamini-Hochberg method, be lower than 0.005 (additional file 5). 

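Limma's fit over the 6 arrays called 574 accessions between untreated mutant and wild type cells, 408 higher and 166 lower in mutant cells, from 803 of 41099 probes. At an unadjusted p under 0.05, 14728 probes passed. The call did not hold its size under other processing. Feature Extraction's own log ratios gave 3 accessions, and the 2 arrays of this comparison fitted on their own gave 73. The fit over the 6 arrays pools the spread of all 3 comparisons. The 2 arrays here correlated less (r = 0.540) than those of the wild type (0.778) and mutant (0.623) treatments. The 574 here and the 0 in each treatment comparison thus depend on that pooling. Of the 780 accessions in additional file 5, 458 were called, all 458 in the listed direction, which the use of the same arrays fixed in advance. Among accessions called and changed the same way on both arrays, Plac8 had the largest difference, with a log2 ratio of mutant over wild type of 7.31 (SE 0.20; arrays 7.49 and 7.14; limma adjusted p = 6.83e-05). Olfm1 followed with 6.24 and Crip2 with 6.07, then Erdr1 with 4.83 and Ripk3 with 4.79. A Trib3 probe with a value on replicate 3 alone gave 4.91 (adjusted p = 0.00205). At the lower end, Mcpt8, named as a mast cell protease gene, stood at -4.81 (SE 0.28, arrays -4.25 and -5.37, limma adjusted p = 0.000413). Its Cy5 signal, that of mutant cells, was well above background on 1 of the 2 arrays. The size of its difference is therefore uncertain, and normexp background correction with an offset of 50 gave -2.99. Slc38a4 was not well above background in mutant cells on either array (log2 ratios -3.59 and -4.56). From the means over both arrays of per-channel intensities, after loess and Aquantile normalization, it was an estimated 12.9-fold lower there. This estimate is not a lower bound. It is open to dye bias and rests on plain background subtraction, since normexp with an offset of 50 gave a log2 ratio of -1.84. Ptn stood at -3.90, Ptgis at -3.64 and Nppb at -3.19 (arrays -3.82 and -2.55), the last with a Cy5 over Cy3 ratio of -2.70 where both dyes carried untreated mutant RNA. Thbs1 stood at -3.83 (adjusted p = 0.0038), from replicate 4 alone, and at -4.05 with the marked spot kept.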

Figure 4A indicates that biological processes such as protein folding, protein metabolism and modification, proteolysis, G-protein-mediated signaling, cation transport, and developmental processes were significantly down regulated in *Wrn*^Δ*hel*/Δ*hel *^mouse embryonic fibroblasts compared to wild type cells (with a Benjamini value < 0.05). 

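Of the 15 process lists, 1 was lower in untreated mutant than in wild type cells by camera, mitosis (27 genes, median log2 ratio -0.45, medians per array -0.30 and -0.56, adjusted p = 0.000271; fry adjusted p = 0.0267). Protein folding had a median of 0.37 (49 genes, camera adjusted p = 0.579), and fry called it higher (adjusted p = 0.00289). With outlier spots kept its median was 0.00 over 103 genes. The median was -0.02 for proteolysis (adjusted p = 0.727), 0.04 for G-protein mediated signaling (adjusted p = 0.889) and 0.02 for cation transport (adjusted p = 0.889), and camera's direction was down for all 3. Chromatin packaging had a median of -0.16 (camera adjusted p = 0.0539; fry adjusted p = 0.0137). Camera also called chromatin packaging (adjusted p = 0.00307), cell cycle control (adjusted p = 0.0114) and cell structure and motility (adjusted p = 0.0237) lower once outlier spots were kept. Intracellular protein traffic was higher with outlier spots kept (adjusted p = 0.0117) and by fry (adjusted p = 0.0145).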

Purine metabolisms, as well as amino acid metabolism and biosynthesis processes, were up regulated in *Wrn*^Δ*hel*/Δ*hel *^mouse embryonic fibroblasts compared to wild type cells. These results indicate that all the biological processes down regulated in untreated *Wrn*^Δ*hel*/Δ*hel *^mouse embryonic fibroblasts (compared to untreated wild type cells) were also down regulated in H_2_O_2_-treated wild type mouse embryonic fibroblasts (Figure 4B).

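Genes of amino acid metabolism were higher in untreated mutant than in wild type cells (23 genes, median log2 ratio 0.42, medians per array 0.54 and 0.30, camera adjusted p = 0.0118). The list was also called by fry (adjusted p = 0.0137) but not by camera with an estimated correlation (adjusted p = 0.701). Genes of purine metabolism did not differ (21 genes, median -0.08, mean 0.01, camera adjusted p = 0.889).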

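Across 10564 RefSeq probes with a mean log2 intensity above 6 in both comparisons, the log2 ratio of untreated mutant over wild type cells correlated with the wild type response to H_2_O_2_ with Pearson's r = 0.513 and Spearman's rho = 0.466. Replicate 3 alone gave r = 0.631 and replicate 4 alone r = 0.275. With the dyes taken from the sample labels, the correlation had the opposite sign, -0.513. Taken within Cy3, as untreated mutant minus untreated wild type cells, the difference between the genotypes correlated with the wild type response with r = 0.179 across 10544 probes. These are correlations across probes, which are not independent replicates. Of the process lists, mitosis was lower in mutant cells and not lower in H_2_O_2_-treated wild type cells. Chromatin packaging and cell structure and motility were lower in both when outlier spots were kept. With these spots kept, cell cycle control was lower in untreated mutant cells (camera adjusted p = 0.0114) but not in treated wild type cells (adjusted p = 0.662). Mitosis was then higher in treated wild type cells (adjusted p = 0.000187). The paper takes its results (Figure 4B) to indicate a reduction in treated wild type cells of all processes reduced in untreated mutant cells.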

**Figure 4:**
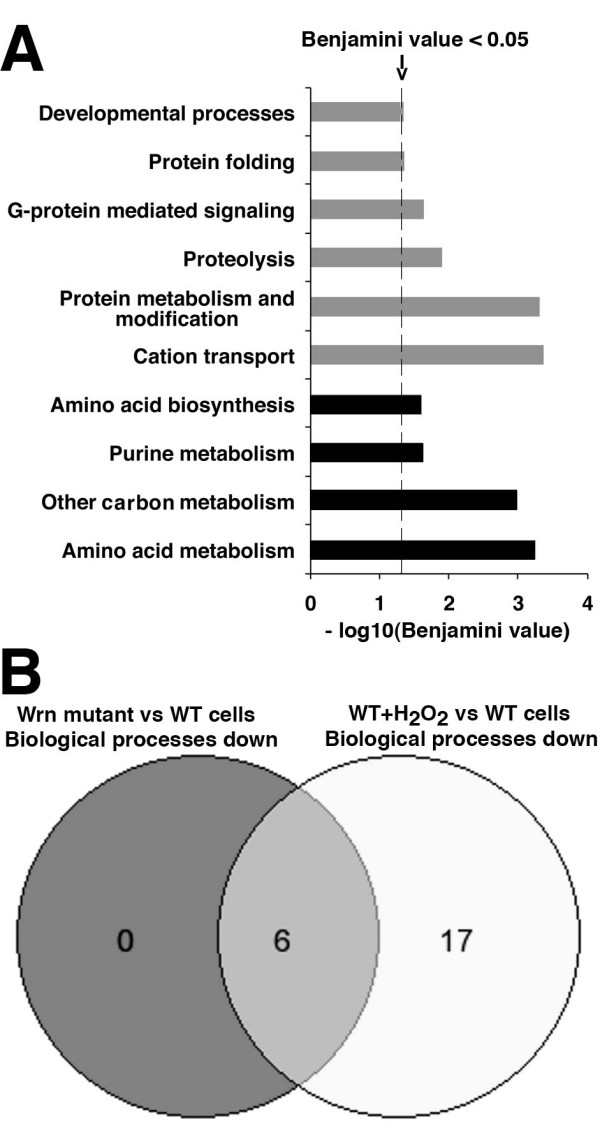
**Histogram indicating the major biological processes in untreated *Wrn*^Δ*hel*/Δ*hel *^mouse embryonic fibroblasts significantly changed compared to untreated wild type cells**. (A) The biological processes with a Benjamini value less than 0.05 are presented for untreated *Wrn*^Δ*hel*/Δ*hel *^mouse embryonic fibroblasts versus untreated wild type cells (baseline level) as the -log10 of the Benjamini value. The black and gray bars represent the up and down regulated cellular processes, respectively. (B) Venn diagrams showing the number of down regulated biological processes overlapping between untreated *Wrn*^Δ*hel*/Δ*hel *^and H_2_O_2_-treated wild type mouse embryonic fibroblasts.

## Discussion

We have previously observed increased oxidative stress in mouse embryonic fibroblasts established from *Wrn*^Δ*hel*/Δ*hel *^mice compared to wild type cells [20]. In this study, we further explored this phenotype by examining the expression profile of such cells. *Wrn*^Δ*hel*/Δ*hel *^mutant cell lines exhibited a 10% increase in ROS levels compared to wild type cells (baseline level). Importantly, the high levels of GSH in *Wrn*^Δ*hel*/Δ*hel *^mutant cells confirmed indirectly the increased oxidative stress in such cells. In fact, GSH levels in *Wrn*^Δ*hel*/Δ*hel *^mutant cells were almost as high as wild type cells that had been treated with exogenous H_2_O_2 _(Figure 2). Further analysis of cells with the potentiometric dye TMRE has indicated a lower mitochondrial transmembrane potential in *Wrn*^Δ*hel*/Δ*hel *^mutant cells. At the same time, we detected a lower amount of ATP in the mutant cells compared to wild type cells. Production of lower quantities of ATP by mitochondria may in part be responsible for the slow growth phenotype associated with *Wrn*^Δ*hel*/Δ*hel *^cells [20]. The increase in ROS concomitant with the high levels of GSH and the lower energy production (ATP) by mitochondria in *Wrn*^Δ*hel*/Δ*hel *^mouse embryonic fibroblasts are consistent with the phenotypes observed in the liver tissue of *Wrn*^Δ*hel*/Δ*hel *^mice [24]. *Wrn*^Δ*hel*/Δ*hel *^mice exhibit increased GSH levels in liver tissue with increased ROS, DNA damage and decrease ATP levels with age. These results suggest that the observed anomalies in the *Wrn*^Δ*hel*/Δ*hel *^mice are observable at the cellular level with mouse embryonic fibroblasts in culture. Such results suggest that cells in a given tissue already exhibit a modest but chronic intracellular pro-oxidative status. In accord with this, a pro-oxidative status has been described for WS patients [18].

Our prediction was that an exogenous addition of ROS to *Wrn*^Δ*hel*/Δ*hel *^mutant cells would exacerbate the intracellular metabolic anomalies and damage as the anti-oxidative system of such cells is already saturated (at least for the GSH system) while coping with a chronic higher intracellular level of ROS. The results obtained with mouse embryonic fibroblasts treated with an exogenous source of H_2_O_2 _are highly relevant since additional ROS at the tissue level may follow each meal due to increased sugar and lipid levels in the blood stream after ingestion. Increased sugar and lipids will potentially impact on the cellular redox status of cells in several tissues [25,26].

The impact of H_2_O_2 _on the expression profile of Wrn mutant cells has not been previously analyzed. 

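The difference between the genotypes in their response to H_2_O_2_ was tested directly, as the mutant response minus the wild type response in limma's fit over the 6 arrays. At an adjusted p under 0.005, 0 accessions passed, and the smallest adjusted p was 0.169 over 40267 probes. At an unadjusted p under 0.05, 2385 probes passed, and with a log2 difference above 1 and a mean log2 intensity above 6, 306 accessions passed, 189 higher and 117 lower in mutant cells. Fitting the 4 treatment arrays without those of mutant against wild type cells gave 38 accessions, 12 higher and 26 lower.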

Microarray analyses indicated that *Wrn*^Δ*hel*/Δ*hel *^mouse embryonic fibroblasts respond very differently from wild type cells to exogenous H_2_O_2_. These results are consistent with the observation that human WS cells respond differently to H_2_O_2 _when compared to cells with a functional WRN gene product [27,28]. Again, this difference maybe due to the fact that cells with a mutation in the *Wrn *gene are already exhibiting chronic increased oxidative stress in culture [20,29]. Significant decreases in the expression of genes involved in mitosis, glycolysis and fatty acid metabolism (energy production), nucleic acid metabolism, cell cycle control, as well as protein modification and stability were observed in H_2_O_2_-treated wild type embryonic fibroblasts. Such dramatic decreases in these biological processes were not observed in H_2_O_2_treated *Wrn*^Δ*hel*/Δ*hel *^cells. 

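In treated mutant cells, the mitosis list was higher by camera (median log2 fold change 0.34, adjusted p = 1.74e-05) and not by fry (adjusted p = 0.104). Genes of lipid and fatty acid metabolism had a median log2 fold change of -0.12 (camera adjusted p = 0.143), glycolysis -0.17 (adjusted p = 0.143), cell cycle control -0.02 (adjusted p = 0.983) and protein folding 0.00 (adjusted p = 0.695). Tested as the mutant response minus the wild type response, camera called mitosis, higher in the mutant response (median difference 0.25, adjusted p = 0.0172; fry 0.443; 0.17 with outlier spots kept). It called none of the other 4 lists, with adjusted p at 0.217, 0.961, 0.897 and 0.273, respectively. Fry called protein folding (adjusted p = 0.039, higher in the mutant response). With outlier spots kept, camera called glycolysis, lower in the mutant response (median difference -0.14), and lipid and fatty acid metabolism, higher (median difference 0.01), each with an adjusted p of 0.0303. In the mutant response itself, with outlier spots kept, glycolysis was lower in mutant cells (25 genes, adjusted p = 0.00241), as was lipid and fatty acid metabolism (62 genes, adjusted p = 0.0029). The paper sets the processes reduced in treated wild type cells against the mutant cells, and proposes that chronic oxidative stress of the mutant cells in culture may account for the difference.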

Interestingly, untreated *Wrn*^Δ*hel*/Δ*hel *^cells already exhibited changes in several of these biological processes before the addition of H_2_O_2 _suggesting again a chronic oxidative stress in these mutant cells. A likely deleterious consequence of responding differently to additional ROS is a greater increase in the presence of persistent DNA breaks and the rapid accumulation of chromosome rearrangements compared to wild type mouse embryonic fibroblasts [22].

The International Registry of Werner Syndrome http://www.wernersyndrome.org has provided molecular diagnosis of WS for over a decade. Fifty distinct mutations inactivating the WRN protein have been described in WS patients to date [30]. These mutations include missense and nonsense substitutions, frame shifts and premature translation termination mutations, deletions and insertions. All these mutations are believed to disrupt the normal function of WRN protein or to cause a truncation of the protein that cannot localize to the nucleus, the normal site of WRN protein action. Some mutations also cause abnormally rapid degradation of the WRN protein. Our mouse model has an in-frame deletion in the helicase domain of the Wrn protein, which is as stable as the normal protein [31]. However, the mutant protein does not stably interact with the DNA replication complex [32] suggesting that this mutation in mouse severely affects the overall function of the mutant Wrn protein. Although thorough biochemical analyses of this mutant protein are required, the *Wrn *helicase mutant mice provide a compelling model as they exhibit most metabolic abnormalities observed in human WS patients [23,24].

## Conclusion

To conclude, untreated *Wrn*^Δ*hel*/Δ*hel *^mutant cells exhibit increased ROS generation due to alterations in mitochondrial activities. The exact reason for such mitochondrial alterations is unknown but mitochondrial dysfunction is well known to lead to physiological decline with age [9]. We recently observed that a transient knock down of WRN protein in human fibroblasts is sufficient to change the expression of genes involved in lipidogenesis [33]. Such changes are known to affect the redox status in cells, which in turn affects mitochondrial function [34]. Interestingly, we have also observed that *Wrn*^Δ*hel*/Δ*hel *^mutant mice exhibit increased rate of point mutations in the mitochondrial DNA of liver and heart tissues [24], which can potentially lead to further mitochondrial dysfunction with age. Finally, a transient knock down of WRN in human fibroblasts will increase the activity of several protein kinase C enzymes including PKCδ [29]. PKCδ is known to modulate ROS production from mitochondria [35]. Hence, there is the interesting possibility that depletion of WRN activates PKCδ, which in turn modulates ROS production from mitochondria. Indeed, a decreased production of ROS in WRN-depleted fibroblasts can be observed by knocking down PKCδ protein levels in such cells. Future appropriate experiments will determine which pathways, transcription regulation of specific metabolic genes or activation of specific kinases, are responsible for the redox imbalance seen in human WRN mutant or mouse *Wrn*^Δ*hel*/Δ*hel *^cells.

## Methods

### Primary mouse embryonic fibroblasts and RNA

Mice lacking part of the helicase domain of the *Wrn *gene were generated by homologous recombination in mouse embryonic stem cells [31]. In the process, 121 amino acid residues of the Wrn protein were deleted (amino acids 710 to 831). The genetic background of these mice was both 129/Sv and Black Swiss (129/Sv/Black Swiss genetic background). Care of mice was in accordance with the guidelines of the Committee for the protection of animals at the Université Laval. Generation and maintenance of the embryonic cells has been described previously [21]. Briefly, healthy 15.5-day old embryos were minced in 6-well plates and maintained in low glucose DMEM supplemented with 10% heat-inactivated calf serum at 37°C in an atmosphere of 5% CO_2_. Adherent cells established from embryonic tissues were passaged as soon as they reached confluence. Cytoplasmic RNA was extracted according to standard protocols [36]. After DNAse treatment and phenol:chloroform extraction, precipitated cytoplasmic RNA was dissolved in RNase-free water and purity was verified with an Agilent 2100 bioanalyzer (Agilent, Palo Alto, CA).

### Microarray analysis

Duplicated biological RNA samples (wild type versus H_2_O_2_-treated wild type; *Wrn*^Δ*hel*/Δ*hel *^versus H_2_O_2_-treated *Wrn*^Δ*hel*/Δ*hel *^cells; wild type versus *Wrn*^Δ*hel*/Δ*hel*^) were labeled with Cyanin-3 or -5 labeled CTP (PerkinElmer, Boston, MA). Labeled cRNAs were purified using the RNeasy Mini kit (Qiagen, Mississauga, ON) and were hybridized onto Whole Mouse Genome Agilent 60-mer Oligo Microarrays (44,000 probes/microarray) using the in situ Hybridization Plus kit (Agilent, Palo Alto, CA) following the manufacturer's instructions. Arrays were scanned using a dual-laser DNA microarray scanner. Data were then extracted from images by the Feature Extraction software 6.1 (Agilent, Palo Alto, CA). Lists of differentially expressed genes were generated using limma in BioConductor http://www.bioconductor.org. The data were background subtracted and normalized using the loess method. Correction for multiple hypothesis testing was performed using the Benjamini-Hochberg method. We have deposited all the raw data in the NCBI public database Gene Expression Omnibus http://www.ncbi.nlm.nih.gov/geo/ [accession series number GSE19007].

### Bioinformatic analyses

The PANTHER (Protein ANalysis THrough Evolutionary Relationships) classification system is a unique resource that classifies genes by their functions, using published scientific experimental evidence and evolutionary relationships to predict function even in the absence of direct experimental evidence. Proteins are classified by expert biologists into families and subfamilies of shared function, which are then categorized by molecular function and biological process ontology terms. This program is implemented in the DAVID (Database for Annotation, Visualization, and Integrated Discovery) web site [37]. Enrichments for specific biological functions using PANTHER were considered significant with a Benjamini value smaller than 0.05. The Benjamini value corresponds to an adjusted *p*-value using the Benjamini-Hochberg method to correct for multiple hypotheses tested during gene enrichment analyses.

### Measurements of reactive oxygen species

Mouse embryonic fibroblasts were incubated with 10 μg/μl of the dye 2'-7' dichlorofluorescein diacetate (Sigma-Aldrich Canada Ltd., Oakville, ON) for one hour at 37°C. This dye is highly fluorescent upon oxidation. After this incubation time, cells were harvested and lysed in RIPA buffer [50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 1% NP-40, 0.1% SDS, 0.5% sodium deoxycholate] for 10 minutes. Cell debris were spun down and 100 μl of lysate was transferred to 96-well plates for fluorescence measurements with a Fluoroskan Ascent fluorescence spectrophotometer (Thermo Electron Inc., Milford, MA). The excitation and emission wavelengths used were 485 nm and 527 nm, respectively. The final result was expressed as units of fluorescence per μg of proteins. Protein concentrations were measured using the Bradford assay.

### Measurements of oxidative DNA damage

DNA was extracted from mouse embryonic fibroblasts with the DNeasy Tissue Kit (Qiagen Inc., Mississauga, ON) according to the manufacturer's protocol. Abasic sites in genomic DNA were quantified with the Oxidative DNA Damage Kit from Kamiya Biomedical Company (Seattle, WA). Briefly, this kit contains an aldehyde reactive reagent (N'-aminooxymethylcarbonylhydrazino-D-biotin), which reacts with the open ring form of apurinic sites in DNA. Oxidative attack by hydroxyl radicals on the deoxyribose moiety will lead to the release of free bases from DNA, generating abasic or apurinic sites. The aldehyde reagent will thus tag apurinic sites with biotin. The number of biotin-tagged apurinic sites was quantified using conjugated avidin-horse radish peroxidase followed by a colorimetric detection of peroxidase.

### Measurements of reduced glutathione

Intracellular levels of glutathione (GSH) were quantified with the ApoGSH Glutathione Detection Kit from Bio Vision (Mountain View, CA). The assay utilizes monochlorobimane (MCB), a dye that appears to form adducts exclusively with GSH. The GSH-bound MCB dye fluoresces blue. Fluorescence was measured with a Fluoroskan Ascent fluorescence spectrophotometer (Thermo Electron Inc., Milford, MA). The excitation and emission wavelengths used were 355 nm and 460 nm, respectively.

### Measurements of ATP and ADP

Intracellular levels of ATP and ADP were quantified with the ApoSensor ADP/ATP ratio assay kit from Bio Vision (Mountain View, CA). The assay utilizes the enzyme luciferase to catalyze the formation of light from ATP and luciferin. ADP levels are measured by conversion to ATP that is subsequently detected using the same reaction. Luminescence was measured with a Luminoskan Ascent luminometer (Thermo Electron Inc., Milford, MA).

### Measurements of inner mitochondrial transmembrane potential

The inner mitochondrial transmembrane potential of mouse embryonic fibroblasts was determined using tetramethylrhodamine ethyl ester (TMRE). Cells were incubated in a culture medium containing 100 μM TMRE for 15 min in the dark at 37°C. Fresh medium was then added after washing cells twice with PBS to remove extracellular TMRE. Cells were harvested and fluorescence intensity of TMRE was detected with a Fluoroskan Ascent fluorescence spectrophotometer (Thermo Electron Inc., Milford, MA). The excitation and emission wavelengths used were 544 nm and 590 nm, respectively.

### Statistical analysis

Data are presented as means ± SEM. The unpaired Student's *t*-tests were all performed using two-tailed hypothesis and equal variance. Differences between classes were considered significant at *P*-value lower than 0.05 in all statistical analyses. All statistical analyses were performed with R version 2.6.0 http://www.r-project.org.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

All authors contributed to the overall experimental design. AL performed the RNA extraction and the real time RT-PCR experiments. RVNT established the mouse embryonic fibroblasts and performed the TMRE and ROS measurements. EP performed all statistical analyses. CG performed the DNA damage and GSH measurements. ML drafted the manuscript. All authors read, contributed to, and approved the final manuscript.

## Supplementary Material

Additional file 1 **Differential expression profile between untreated and H_2_O_2_-treated wild type mouse embryonic fibroblasts**. This table is listing the genes altered more than 2 times with a Benjamini-Hochberg adjusted p-value lower than 0.1 while comparing the H_2_O_2_ treated versus non-treated wild type mouse embryonic fibroblasts. 

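Each line of this table is a RefSeq accession with its log2 fold change, p-value and adjusted p-value. The largest adjusted p-value listed is the paper's 0.000998, under the level in the title. The log2 fold changes equal the log2 ratios that the authors deposited for the wild type arrays (r = 1 across the listed probes). When those ratios were fitted on their own 2 arrays by limma, the ratio of the listed p-values to the fitted ones had a median of 0.999. The adjusted p-values were 0.994 times (median) those that a Benjamini-Hochberg adjustment over the 678 listed p-values gives.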

Complete results of microarray analyses are found in additional files 1, 2, 4, and 5. Click here for file

Additional file 2 **Differential expression profile between untreated and H_2_O_2_-treated Wrn helicase mutant mouse embryonic fibroblasts**. This table is listing the genes altered more than 2 times with a Benjamini-Hochberg adjusted p-value lower than 0.1 while comparing the H_2_O_2_ treated versus non-treated Wrn helicase mutant mouse embryonic fibroblasts. 

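As for the wild type table, the listed log2 fold changes equal the authors' deposited log2 ratios, here of the 2 mutant arrays. The largest adjusted p-value listed is the paper's 0.000926. The listed p-values stood to those of limma's fit on these 2 arrays in a median ratio of 0.932, and the adjusted p-values to a Benjamini-Hochberg adjustment over the 421 listed p-values in a median ratio of 1.02.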

Complete results of microarray analyses are found in additional files 1, 2, 4, and 5. Click here for file

Additional file 3 **Genes commonly altered in both H_2_O_2_-treated wild type and Wrn helicase mutant mouse embryonic fibroblasts**. This table is listing the common significant genes altered in the same direction in Wrn mutant and wild type mouse embryonic fibroblasts. The primers used for the real time RT-PCR analyses are shown in the additional file 3. Click here for file

Additional file 4 **Primers used for real time RT-PCR**. This table contains the sequence of the oligonucleotides that were used for the real time RT-PCR with the reaction conditions. Complete results of microarray analyses are found in additional files 1, 2, 4, and 5. Click here for file

Additional file 5 **Differential expression profile between wild type and Wrn helicase mutant mouse embryonic fibroblasts**. This table is listing the genes altered more than 2 times with a Benjamini-Hochberg adjusted p-value lower than 0.1 while comparing the Wrn mutant versus the wild type mouse embryonic fibroblasts. 

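This table has 832 lines, 441 higher and 391 lower in mutant cells, for 780 accessions. Its largest adjusted p-value is the paper's 0.00499 and its smallest absolute log2 ratio is 1.32. The listed p-values had a median ratio of 0.986 to those of limma's fit on the 2 arrays of this comparison. The adjusted p-values were 2.60 times (median) those from an adjustment over the listed p-values alone. Of the 832 probes, 824 had a value in the fit over the 6 arrays, each in the listed direction, and 482 were called. Both come from the same arrays, so the shared direction tests nothing.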

Complete results of microarray analyses are found in additional files 1, 2, 4, and 5. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

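Expression was measured in primary mouse embryonic fibroblasts, wild type or with a deletion in the helicase domain of Wrn, on 6 Agilent Whole Mouse Genome 60-mer arrays. There were 2 arrays for each of 3 comparisons: wild type cells treated with 0.5 mM H_2_O_2_ against untreated wild type cells, treated against untreated mutant cells, and untreated mutant against untreated wild type cells. The paper and the labels give different RNA preparations (cytoplasmic and total) and different versions of the extraction software, and the paper's choices stand in its text.

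The authors deposited, for each array, the mean intensity and the local background intensity of each spot in Cy3 and Cy5, with the flags of Feature Extraction and its own log10 ratio of Cy5 over Cy3 after detrending and lowess. The authors' series table holds log2 ratios of Cy5 over Cy3, background subtracted and normalized by loess. It correlated with the ratios computed here, outlier spots kept, with r of at least 0.9995 on each array, and 2466 of its values were missing on replicate 4 of mutant against wild type cells. The flags of the Feature Extraction software have no unit and were used only to leave spots out.

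From the mean intensities, log2 ratios were computed with limma 3.58.1 in R 4.3.3, after subtraction of the local background median and loess normalization within each array. Control spots and spots marked as outliers were left out, saturated spots were kept, and the spots of one probe were averaged. Tables were read with data.table 1.17.8, and plots were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. All 6 arrays were fitted together with lmFit and eBayes, with 1 coefficient per comparison, because each comparison has only 2 arrays. P-values were two-sided and adjusted by the Benjamini-Hochberg method over all non-control probes with a value. Calls used the paper's thresholds of a fold change of 2, a mean log2 intensity of 6 and an adjusted p of 0.005, without the fold change for mutant against wild type cells. Calls were counted as RefSeq mRNA accessions with at least 1 called probe. Of the 16369 accessions, 15402 were named through a RefSeq gene table of the assembly GRCm38.p6, and the array's own names were kept otherwise. No reference genome was used, so no coordinates are given.

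The direction of the mutant against wild type arrays departs from the plan, which followed the dyes in the sample labels. Additional file 5 runs the other way, and its direction was taken after the data were examined. The genes named are those of Table 1, Wrn, the first and last 3 lines of additional files 1, 2 and 5, and, for each comparison, the 5 accessions with the largest change in each direction among those called and changed the same way on both arrays. Accessions with a value on 1 array were thus left out of the last group. Members of the gene lists were to be named when called. This rule and the settings of each test, the alternatives included, were fixed before the data were examined, apart from the 2 alternatives and the tests named as later in the closing section. A gene with several probes is represented by the probe in the additional files, or else by its probe of the highest mean intensity.

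Lists of genes were tested with limma's camera at a preset correlation of 0.01, with 1 probe per gene symbol, the one of the highest mean intensity, among the 21698 symbols with a value on every array. The 15 process lists and 11 further lists were written by hand and are not those of PANTHER, so counts of lists are not on the paper's scale. The further lists were the targets of NRF2, p53 and ATF4, glutathione synthesis, the mitochondrial respiratory chain, olfactory and vomeronasal receptors, mast cells, macrophages, skeletal muscle, Y-linked genes, and X inactivation (Xist alone). In treated wild type cells, camera's adjusted p was 0.0082 for the NRF2 targets (higher, median log2 fold change 0.47) and 0.0408 for Xist (lower, 1 gene). It was 0.296 for glutathione synthesis, 0.219 for the respiratory chain, 0.487 for olfactory and vomeronasal receptors, 0.938 for macrophages, and 0.219 each for mast cells, skeletal muscle and Y-linked genes. The targets of ATF4 and p53 are given in the closing section. Fry called the NRF2 targets (adjusted p = 0.0384), Xist (adjusted p = 0.0195) and also glutathione synthesis (higher, adjusted p = 0.0195). Camera called, when outlier spots were kept, glutathione synthesis (higher, adjusted p = 0.0399), the respiratory chain (higher, adjusted p = 0.0118) and skeletal muscle (lower, adjusted p = 0.0399).

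The fold changes of Table 1 were set against the array values by Spearman's rho with an exact permutation test. The procedure was tested on simulated data for the same 6 arrays with 200 changed probes per comparison. With the spread drawn from limma's prior, 97%, 98% and 96.5% of probes changed by a log2 of 4 were recovered for wild type, mutant and mutant against wild type, and 0% of those changed by a log2 of 2. With each probe's own pooled spread, 98%, 99% and 98% of those changed by a log2 of 2 were recovered, and 0% of those changed by a log2 of 1. A simulated shift of 1 in the ATF4 list was found as a median of 1.01, with 0 other lists called. Amino acid metabolism, the NRF2 targets and glutathione synthesis, which share genes with that list, were not counted. The simulated noise was independent between probes, so this simulation cannot show false calls that come from correlated genes.

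The alternatives covered the background correction, the source of the ratios, the normalization within and between arrays, outlier spots, the filter on dim probes, the arrays in the fit, the replicate number as a block, the adjustment and its threshold, the unit of counting, the set test, and leaving out each array in turn. The measurements of reactive oxygen species, ATP, glutathione and DNA damage were not analysed here.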

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

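The tests of the ATF4 targets against a dye bias and against the weight of single probes were chosen only after the list's values were seen. The lists and the test of the difference between the genotypes were fixed before.

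The response of the ATF4 target genes to H_2_O_2_ differed between the genotypes, as tested by camera on the mutant minus the wild type response. ATF4 is a transcription factor of the amino acid and stress response. The median difference over the 16 genes with a value on every array was a log2 of -1.38 (camera adjusted p = 4.25e-23 over 26 lists; fry adjusted p = 0.016; camera with an estimated correlation 0.144). The median was 0.84 in treated wild type cells (adjusted p = 6.01e-09) and -0.46 in treated mutant cells (adjusted p = 1.74e-05; fry 0.104), and in untreated mutant against wild type cells it was 1.07 (adjusted p = 0.000717). Of the 16 genes, 12 were higher in treated wild type and lower in treated mutant cells, and 10 did so on all 4 treatment arrays, so single probes do not decide the list. Of the 13 that are not in the list of amino acid metabolism, 10 showed the same opposition. A dye bias of single probes moves a probe the same way in both treatment comparisons, since the treated cells were in Cy5 in both, and so cannot give a median difference of -1.38. Over 15 alternatives that retested the lists, the median difference lay between -1.59 and -0.87, and the list was called in 14. Called members of the list between untreated mutant and wild type cells were 1810008K03Rik (log2 ratio 2.36), Ddit4 (2.43), Atf5 (2.08), Trib3 (4.91, on 1 array), Psph (1.37), Wars (1.33) and Ero1l (1.37). Both technical explanations tested are argued against for the difference between the responses. The dye argument does not cover the ratios of untreated mutant over wild type cells. Where both dyes carried untreated mutant RNA, the list had a median of 0.29. The called members above stood there at 0.69, 0.11, -0.04, 0.33, 0.68, 1.21 and 0.77, in the same order. Other probes gave ratios of mutant over wild type of 1.80 for Trib3, 1.05 for Psph, 0.09 for Wars and 0.16 for Ero1l. A biological difference in the stress response, in which untreated mutant cells already express these genes and lower them after H_2_O_2_, may explain the pattern. This remains a hypothesis, because it was found and tested on the same arrays. The genotype is carried by 2 cultures per comparison, so other differences between the cultures, such as feeding or density, stay open and were not tested.

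Single genes of the same list moved in opposite directions on every treatment array. The difference for Ero1l was a log2 of -2.41, with 1.72 and 1.30 in wild type and -0.83 and -0.98 in mutant cells. For 1810008K03Rik (Chac1) it was -3.93, with 3.38 and 2.96 in wild type and -1.03 and -0.50 in mutant cells. Another Ero1l probe rose less, with 0.24 and 0.54 in wild type and -0.76 and -0.87 in mutant cells. Limma's test of the difference passed for neither gene (adjusted p = 0.17 and 0.169).

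The list of amino acid metabolism differed by a median of -0.20 (mean -0.50, camera adjusted p = 0.000391; fry 0.0461; estimated correlation 0.446). It shares 3 of its genes with the ATF4 list. It kept its direction under all 15 alternatives and was called in 13, with medians from -0.30 to -0.06. Its explanations were not tested apart from those of the ATF4 list.

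The mitosis list differed by a median of 0.25 (camera adjusted p = 0.0172), but fry gave 0.443 and the estimated correlation 0.632. It was called in 9 of 15 alternatives and in 4 of the 6 that left out an array. Without wild type replicate 2 the adjusted p was 0.547, and without mutant replicate 1 it was 0.32. The p53 targets (8 genes) differed by a median of 0.48 (adjusted p = 0.0172; fry 0.0658; estimated correlation 0.446), with a median of 0.38 in treated mutant cells (adjusted p = 0.00489; fry 0.0806) and 0.06 in treated wild type cells (adjusted p = 0.775). With outlier spots kept, 20 of the p53 targets had a value, and they were higher in both, with medians of 0.44 in mutant (adjusted p = 1.73e-05) and 0.39 in wild type cells (adjusted p = 0.0114), while the median difference was 0.35 (adjusted p = 0.0192). They were called in 11 of 15 alternatives, and without mutant replicate 1 the adjusted p was 0.111. Called p53 targets between untreated mutant and wild type cells were Ccng1 (log2 ratio -1.45) and Sesn1 (1.35), and Gstm1 was called among the NRF2 targets (2.23). A further 5 lists differed between the genotypes when outlier spots were kept: the NRF2 targets (adjusted p = 0.00307), glutathione synthesis (0.0192) and the respiratory chain (0.00159), all lower in the mutant response, and glycolysis and lipid and fatty acid metabolism (0.0303 each). For the mitosis and p53 lists no technical explanation was tested beyond the alternatives, and a biological one was not tested either.

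Xist, the RNA that silences one X chromosome in female cells, differed by 1.50 (camera adjusted p = 0.00697; fry 0.0461; estimated correlation 0.446), with arrays at -1.26 and -1.58 in wild type and 0.30 and -0.13 in mutant cells. The list holds 1 gene, here 1 probe. The 2 other Xist probes with a mean log2 intensity above 6 on the wild type arrays gave -0.54 and -1.48 in treated wild type and 0.36 and -0.15 in treated mutant cells. Primary cultures from embryos of both sexes could differ in Xist, and between untreated mutant and wild type cells its log2 ratio was -0.95. On the arrays of untreated mutant against wild type cells, the 11 Y-linked probes that would decide a difference in sex all lay below a mean log2 intensity of 6 (highest 5.63), and on the wild type treatment arrays 1 probe of Zfy1 lay just above it (6.02; log2 fold change -0.48, adjusted p = 0.295). A single dim probe excludes nothing, so the sex of the embryos cannot be told apart from a change in Xist alone. A difference between treated and untreated cultures of one genotype in the share of female cells stays open as well.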

How the results depend on the processing

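Besides the settings used, 24 alternatives were run, 2 of them chosen after seeing the data: the direction by the sample labels, and a combination of the authors' deposited ratios, separate fits of 2 arrays and adjustment over probes past the thresholds. A block for the scan date was planned and not run, since no scan date was used. Where leaving out an array left a comparison with 1 array, that array was assumed to vary like the others.

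In treated wild type cells, where 0 accessions were called, 2 were called (both higher) with the authors' deposited ratios, with median centring and with outlier spots kept. Fitting 2 arrays on their own gave 1005, adjustment over probes past the fold change and intensity thresholds gave 285 (81 higher, 204 lower), adjusted p under 0.1 gave 606 (130 higher, 476 lower) and the later combination gave 806. Leaving out 1 array gave 0 to 956. The other alternatives gave 0. In treated mutant cells, where 0 were called, the separate fit gave 377, the adjustment over probes past the thresholds 94 (26 higher, 68 lower), the later combination 421 and leaving out 1 array 0 to 322. Calls shared by both genotypes, 0 in the fit over 6 arrays, were 248, 32, 241 and 0 to 209 under the same settings. The difference between the responses, also 0, gave 38, 13, 270 and 0 to 38. The fit of separate arrays and the omission of either mutant against wild type array have in common that the spread between those 2 arrays no longer enters. The other causes were not tested.

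Between untreated mutant and wild type cells, 574 accessions were called (408 higher, 166 lower). The count was 234 with normexp (180 higher, 54 lower), 3 with Feature Extraction's log ratios, 931 with the authors' deposited ratios (619 higher, 312 lower), 274 with median centring (228 higher, 46 lower) and 929 with outlier spots kept (618 higher, 311 lower). It was 73 with the arrays fitted on their own, 926 with adjustment over probes past the intensity threshold, 4217 with adjusted p under 0.1, 178 with the later combination and 35 to 3376 with 1 array left out. The ends of that range came without either mutant treatment array (35) and without replicate 4 (3376). Aquantile normalization, no intensity filter, a filter on spots well above background, counting probes and a fold change threshold stayed within 1.5 times of 574.

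The correlation of the wild type and mutant responses lay between 0.643 and 0.688 with the other settings and between 0.528 (without wild type replicate 1) and 0.689 with 1 array left out. The correlation of mutant over wild type cells with the wild type response lay between 0.261 (without replicate 3) and 0.628 (without replicate 4), and was -0.513 with the direction of the labels, by construction.

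Process lists called lower in treated wild type cells numbered 1. They were 0 with normexp, Feature Extraction's log ratios and an estimated correlation, 3 with the authors' deposited ratios or outlier spots kept, and 1 to 3 with 1 array left out. In treated mutant cells 0 became 5 with the deposited ratios or outlier spots kept, 1 with median centring and 0 to 3 with 1 array left out. Median centring also raised the lists called higher from 1 to 5 in wild type and from 1 to 7 in mutant cells. Between untreated mutant and wild type cells 1 became 2 with normexp, Feature Extraction's log ratios and fry, 4 with the deposited ratios or outlier spots kept, 0 with median centring and an estimated correlation, and 1 to 3 with 1 array left out. Keeping outlier spots adds genes to each list, 39 in place of 27 for mitosis. The other causes were not tested. The rank correlation with RT-PCR was 0.5 over 5 genes, 0.943 with the deposited ratios or outlier spots kept, over 6 genes, and 0.7 to 1.0 with 1 array left out, where the 1.0 rests on 2 genes and says nothing about stability.

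The named genes were followed under the alternatives of background, source of ratios, normalization and outlier spots, and with each array left out. Of these 351 values, 284 stayed on the same side of the threshold, 38 passed it only under the alternative, 29 no longer passed and 0 changed direction. Feature Extraction's log ratios account for 9 of the 29, and leaving out either mutant against wild type array for 17 of the 38 each. Separate fits of 2 arrays are not in these counts. By them, every named gene of the treatment comparisons with a value on both arrays had a limma adjusted p under 0.005. Ero1l stood at 9.83e-05 and Nppb at 3.19e-06 in wild type, and Spp1 at 2.03e-07 in mutant cells. Nppb between untreated mutant and wild type cells no longer passed (adjusted p = 0.00665).

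The wild type and mutant treatment arrays share replicate numbers 1 and 2, and neither the paper nor the labels say that a number marks a shared litter or day. The deviations of replicate 1 from replicate 2 correlated with r = 0.123 over 8057 probes. With the replicate block, 0 accessions were called in treated wild type cells, 0 in treated mutant cells, 0 in both and 35 (32 higher, 3 lower) between untreated mutant and wild type cells, with the same counts of lower process lists as without it.

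Signal over background limits the lower end of the ratios: Cy5 stood well above background on 41.5% to 69.2% of the spots of an array, and on replicate 4 of mutant against wild type cells 2478 spots gave no Cy5 signal above the local background.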

Differences from the paper's values

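The paper reports 678 genes altered in treated wild type cells, 130 higher and 548 lower, where limma's fit over the 6 arrays called 0. Of the alternatives set before the data were examined, separate fits of 2 arrays (1005), an adjusted p under 0.1 (606) and leaving out either mutant against wild type array (956) came within 1.5 times of the paper's total. For the higher genes the same 3 settings did, with 153, 130 and 143. For the lower genes an adjusted p under 0.1 (476) and leaving out either of those arrays (813) did, and the separate fit (852) did not. The other alternatives did not reach any of these 3 values.

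For treated mutant cells the paper reports 421 genes, 53 higher and 368 lower, and 0 were called here. Separate fits of 2 arrays gave 377, 49 higher and 328 lower, and leaving out either mutant against wild type array gave 322, 39 higher and 283 lower, all within 1.5 times of the paper's values. The other alternatives set before the data were examined did not come within that range. The paper's 175 genes altered in both stand against 0 here, 248 with separate fits and 209 without either of those arrays, while the other alternatives stayed outside 1.5 times. A combination chosen after seeing the values, the authors' deposited ratios with separate fits and adjustment over the probes past the thresholds, gave 806, 421 and 241. It called all 678 accessions that the paper lists for wild type cells and 419 of the 421 it lists for mutant cells.

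The paper's rank correlation of array and RT-PCR fold changes is 0.9286, and 0.5 was found here. The authors' deposited ratios and keeping the outlier spots gave 0.943 over 6 genes, and leaving out wild type replicate 2 gave 0.7 over 5, each within 1.5 times of the paper's value. Without wild type replicate 1 only 2 genes had a value, over which a rank correlation can only be 1 or -1, so the 1.0 found there says nothing about the paper's value. The other alternatives that gave a value stayed at 0.5.

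For untreated mutant against wild type cells, 360 accessions are lower in the paper's additional file 5 and 166 were called lower here. The deposited ratios (312), keeping outlier spots (311), no intensity filter (295), the filter on spots well above background (293), adjustment over probes past the threshold (325) and counting probes (259) came within 1.5 times of 360. The other alternatives did not.

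Some statements about processes were not found here. The paper places mitosis among the processes reduced in treated wild type cells, and the mitosis list was not lower there (median log2 fold change 0.31, camera adjusted p = 0.219), and was higher with outlier spots kept (adjusted p = 0.000187). The paper places protein folding among the processes reduced in untreated mutant cells, and camera did not call that list (median log2 ratio 0.37, adjusted p = 0.579; 0.00 and 0.99 with outlier spots kept), while fry called it higher (adjusted p = 0.00289). The paper finds purine metabolism raised in untreated mutant cells, and that list did not differ there (median -0.08, mean 0.01, camera adjusted p = 0.889; fry 0.571). The paper finds no process raised by H_2_O_2_, and camera called amino acid metabolism higher in treated wild type cells (adjusted p = 0.0082) and mitosis higher in treated mutant cells (adjusted p = 1.74e-05). These lists are not those of PANTHER. Fry called protein folding lower in treated wild type cells (adjusted p = 0.0195), as the paper has it, and with outlier spots kept chromatin packaging and cell structure and motility were lower in both genotypes, also as the paper has it. These 2 lists were then lower in untreated mutant cells too. Under the same setting camera called glycolysis lower in treated mutant cells (adjusted p = 0.00241) and not in treated wild type cells (adjusted p = 0.627), the reverse of the paper's contrast. Lipid and fatty acid metabolism was lower in treated wild type (adjusted p = 0.00124) and treated mutant cells (adjusted p = 0.0029). Both lists differed between the genotypes, glycolysis lower and lipid and fatty acid metabolism higher in the mutant response.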

Other observations

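The tests of probes lower in treated wild type or mutant cells, and of mutant over wild type cells, against a dye bias within Cy3 or between dyes were chosen only after the ratios of the arrays were seen. The remaining tests were set before.

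Among the probes called by separate fits of 2 arrays, used here because the fit over 6 arrays called none, many more were lower than higher after H_2_O_2_. The 895 probes lower in treated wild type cells had median log2 ratios of -1.43 and -1.14 on the wild type arrays, -0.72 and -0.74 on the mutant arrays, and -1.68 and -0.54 on replicates 3 and 4 of untreated mutant against wild type cells. The same probes can be compared where both dyes carried untreated mutant RNA, as Cy5 of the mutant against wild type arrays minus Cy3 of the mutant treatment arrays. Their median there was -0.60, against 0.03 for all 13230 probes with a mean log2 intensity above 6, and 25.8% of them lay under -1, against 3.64% of all probes. For the 339 probes lower in treated mutant cells the median was -1.07, but they were selected with the same Cy3 readings that the test subtracts, so this value decides nothing. Selection on 1 mutant array, by a log2 ratio under -1 and a mean log2 intensity above 6, with Cy3 from the other array avoids this. The 278 probes lower on replicate 1 then had a median of -0.91, against 0.02 for all 8397 probes above that intensity, and the 256 lower on replicate 2 had -0.75, against 0.08 for 6723. The values for wild type cells and for these selections are consistent with a dye bias of single probes, which may account for part of the fall in Cy5. The 169 probes higher in treated wild type cells had a median of 0.34. A difference between cultures of the same genotype on different arrays would give such values too, and replicate 4 showed them less than replicate 3. Arrays with the dyes exchanged would separate these.

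An earlier form of this test, the correlation of Cy5 over Cy3 between the treatment arrays and the mutant against wild type arrays across the called probes, gave 0.691. It decides nothing, because the ratios of the latter also hold the difference between the genotypes, with a sign on which the labels and additional file 5 differ. For the same reason the correlation of 0.513 between mutant over wild type cells and the wild type response cannot be used against a dye bias. The comparisons where both dyes carried untreated mutant RNA also rest on the direction of additional file 5, and hold only with it. Taken within Cy3 the correlation was 0.179. Both dyes on untreated mutant RNA correlated with the wild type response with 0.612. A part of the resemblance between untreated mutant and treated wild type cells may thus come from the dyes, but the correlation within Cy3 did not vanish, and no value here shows how large it would be if noise were the only loss, so a dye bias and a resemblance of the cells cannot be told apart.

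Probes near background may fall more often than bright ones. With the probes of a mean log2 intensity above 6 divided by intensity into 3 parts of equal size, from dim to bright, 78.4%, 86.7% and 85.0% of the called probes were lower in treated wild type cells, so the imbalance was as large among bright probes and dimness is argued against. Where an accession had another probe with a mean log2 intensity above 6, the other probe was lower as well in 68.4% of 408 pairs, with a median of -0.28 against -1.32 for the called probe. The called probe was selected for its fall, so this cannot separate a change of the whole gene from a property of the probe. Between untreated mutant and wild type cells the other probe went the same way in 85.4% of 103 lower and 89.6% of 125 higher pairs.

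Mcpt8 had the largest fall among accessions called and changed the same way on both arrays of untreated mutant against wild type cells. It is named as a mast cell protease, and mast cells in the wild type cultures were tested as a candidate source. The name does not settle which cells express Mcpt8, and no other cell type was tested as its source. The other 13 mast cell genes had a median log2 ratio of -0.028, from -0.99 to 0.33, but only 1 of them, Gata2 (-0.78), had a mean log2 intensity above 6. The list test (camera adjusted p = 0.0539, fry 0.0307, camera with outlier spots kept 0.176) includes Mcpt8 itself and so decides nothing. Members on both sides of 0 and mostly dim leave the question open. The genotype itself stays open as well and was not tested for this gene.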
